# Aquaporin 1 overexpression may enhance glioma tumorigenesis by interacting with the transcriptional regulation networks of Foxo4, Maz, and E2F families

**DOI:** 10.1186/s41016-023-00342-3

**Published:** 2023-12-06

**Authors:** Ying Guan, Jinhua Han, Die Chen, Yuefu Zhan, Jianqiang Chen

**Keywords:** C6 cell line, Aquaporin 1, Gioma, Migration

## Abstract

**Background:**

The glioblastoma has served as a valuable experimental model system for investigating the growth and invasive properties of glioblastoma. Aquaporin-1 (AQP1) in facilitating cell migration and potentially contributing to tumor progression. In this study, we analyzed the role of AQP1 overexpression in glioblastoma and elucidated the main mechanisms involved.

**Methods:**

AQP1 overexpression recombinant vector was introduced into C6 rat glioma cells to construct an AQP1 overexpression C6 cell line, and its effect on cell viability and migration ability was detected by MTT and Transwell. RNA was extracted by Trizol method for gene sequencing and transcriptomics analysis, and the differentially expressed genes (DEGs) were enriched for up- and downregulated genes by Principal component analysis (PCA), and the molecular mechanism of AQP1 overexpression was analyzed in comparison with the control group using the NCBI GEO database. Statistical analysis was performed using Mann-Whitney paired two tailed *t* test.

**Results:**

The cell viability of AQP1-transfected cell lines increased by 23% and the mean distance traveled increased by 67% compared with the control group. Quantitative analysis of gene expression showed that there were 12,121 genes with an average transcripts per million (TPM) value greater than 1. DEGs accounted for 13% of the genes expressed, with the highest correlation with upregulated genes being FOXO4 and MAZ, and the highest with downregulated genes being E2F TFs.

**Conclusions:**

AQP1 may be implicated in glioma formation by interacting with the transcriptional regulation networks involving the FOXO4, MAZ, and E2F1/2. These findings shed light on the potential significance of AQP1 in glioma pathogenesis and warrant further investigations to unravel the underlying molecular mechanisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s41016-023-00342-3.

## Background

Malignant gliomas, the most prevalent primary intracranial tumors in adults, are associated with unfavorable therapeutic outcomes and high mortality rates [1, 2]. Despite advancements in therapeutic methods and strategies, the average survival time for patients with gliomas following treatment remains less than 15 months due to significant disease progression and recurrence [3]. Gliomas exhibit rapid growth, active microvascular proliferation, heightened glucose consumption, intratumoral necrosis, and hypoxia, as well as vasogenic brain edema [4, 5]. The aggressive and recurring nature of gliomas has been attributed to diffuse invasion, microvascular proliferation, and strong resistance to apoptosis [6]. A characteristic common to malignant gliomas is the occurrence of brain edema, which has been linked to the functioning of Aquaporin 1 (AQP1) [7].

AQP1 is a highly conserved gene that encodes a transmembrane channel protein responsible for facilitating water transport across hydrophobic cell membranes [8]. Emerging evidence suggests that AQP1 possesses multiple additional functions beyond water transportation. For instance, the expression of AQP1 has been found to correlate with the malignancy grade of gliomas [9, 10] as well as the treatment outcomes of various malignant cancer [11–13]. Increased AQP1 expression has been shown to enhance the invasive capabilities of glioma cells [14, 15]. Studies conducted on AQP1 knockout (KO) mice have demonstrated impaired tumor growth, cell migration, and angiogenesis [16, 17]. Similarly, dexamethasone, a commonly used medication for glioma treatment, inhibits C6 cell proliferation mediated by AQP1 [18].

To investigate the role of AQP1 in glioma formation, we conducted an experiment where we overexpressed AQP1 in the rat C6 glioma cell line. The C6 cell line has undergone extensive in vitro culturing for numerous passages, and its tumorigenicity has remained relatively stable. While the precise composition of the C6 glioma cell line in terms of cancer stem cells remains a topic of debate with varying reported percentages [19], we observed that the overexpression of AQP1 led to increased cell viability and cell migration. Through transcriptomic analysis, we identified that AQP1 overexpression may enhance glioma tumorigenesis by influencing the transcriptional regulation networks involving Foxo4, Maz, and E2F families.

## Methods

### Cell culture and transfection

C6 rat glioma cells were purchased from the Icell Bioscience company. The cells were cultured in Dulbecco’s modified Eagle medium (DMEM) containing 10% FBS, 100 U/ml penicillin and 100 µg/ml streptomycin (PenStrep) (GIBCO, Invitrogen, Paisley, Scotland, UK). Cell cultures were maintained at 37 °C in a humidified chamber of 95% air and 5% CO_2_. The AQP1 sequence was amplified using high-fidelity polymerase and ligated into the expression vector pCDH-CMV-MCS-EF1-CopGFP-T2A-puro (pCDh). Then, the recombinant vector was introduced into C6 cells and the insert sequence was validated by Sanger sequencing.

### Western blotting

Cells were lyzed in RIPA buffer (50 mM Tris-HCl, pH 7.5, 0.1% sodium deoxycholate, 1% Nonidet P-40, 0.1% SDS, 150 mM NaCl) supplied with protease inhibitors (Roche, Penzberg, Upper Bavaria, Germany). The protein concentration was examined by Bradford methods (Bio-Rad). The proteins were separated by SDS-PAGE gels and transferred onto PVDF membranes (Millipore, Bedford, USA). Then the membranes were sequentially incubated with indicated primary antibodies and HRP-coupled secondary antibodies. Protein bands were visualized and detected with the enhanced chemiluminescence Detection System (ThermoFisher, USA).

### MTT cell viability assay

MTT was used for detecting the cell viability. After cells were cultured for 24 h, 20 μl 5 mg/mL MTT was administrated to each well. Cells were cultured for 4 h. Afterward, we used 150 μl dimethyl sulfoxide to lyse formazan crystal. The value was obtained at 570 nm by a multiwell spectrophotometer.

### Transwell migration assay

To perform transwell migration assay, 5 × 10^4^ cells in 500 μl per chamber FBS-free medium were seeded to the upper chamber of uncoated 24-well chambers/microfilters (BD, Franklin Lakes, NJ, USA). The lower chamber was added with medium supplemented with 10% FBS. Cell motility/migration was determined according to the number of cells migrated through micropores in a certain area of the microfilter in 24 h.

### RNA extraction

Total RNA was extracted using Trizol (Invitrogene, Lot# 15596-018) and genomic DNA contamination removed with RNase-free DNase I (Transgen, Code#GD201-01) following the manufacturer’s protocols. RNA degradation and contamination were monitored on 1% agarose gels. RNA was reverse-transcribed into cDNA using the M-MLV Reverse Transcriptase (Promega, Lot# M5301).

### RNA sequencing and analysis

The library construction and Illumina sequencing were performed at WuXi NextCODE, Wuxi, China (www.wuxinextcode.com). Then, paired-end reads were sequenced using the Illumina HiSeq platform. The sequencing quality was examined using FastQC software (v0.11.2). Reads containing adapter, reads containing ploy-N and low-quality reads from raw reads were removed to obtain filtered reads with Trimmomatic (v0.36) [20]. All the downstream analyses were based on the filtered reads with high quality and at least 75 bp. The paired-end filtered reads were aligned to the rat reference genome (rn6) using STAR (v2.5.1b) [21]. The gene expression quantification was conducted using RSEM (v1.2.29) [22]. Only genes with average TPM (Transcripts Per Million) value greater than 1 in at least one group of samples were considered expressed and used for the differential expression analysis. Differentially expressed genes (DEGs), defined as genes with fold change (FC) > 2 and FDR < 0.05, were identified using DESeq2 package (v 1.14.1) [23]. The functional enrichment analysis of DEGs was done using ToppGene Suite [24]. ToppGene terms with corrected P value (Benjamini) less than 10^−5^ were considered significant. The RNA-seq data was deposited into the Gene Expression Omnibus (GEO) database (accession number: GSE137733).

### Real-time quantitative PCR (RT-qPCR)

Total RNA was purified with TRIzol (Invitrogen) according to the manufacture’s instruction. To convert RNA into cDNA, Mixed 1 µg RNA and 1 µg Oligo dT in a final volume of 10 µl, and then heated the mixture at 70 °C for 5 min, followed by cooling on ice. The cooled mixture was added 5 µl reaction buffer, 1.25 µl dNTPs mix (each 10 µM), 1 µl 200 U/µl reverses transcript enzyme and 1 µl 40 U/µl RNase inhibitor in a final 20 µl volume, and then incubated at 42 °C for 1 h. All reagents used in the reverse transcription assay were bought from Promega. Real-time PCR was carried out using SYBR Green II Master Mix (TaKaRa, Japan) with Applied Biosystems 7300 Real-Time PCR System using the following gene specific primers, AQP1, 5′-CTGTGGTGGCTGAGTTCCTG-3′ and 5′-ACCTCGGCCAAGTGAGTTCTC-3′; VEGF, 5′-CAAACCTCACCAAAGCCAGC-3′ and 5′-ACGCGAGTCTGTGTTTTTGC-3′; GAPDH as the internal control, 5′-ACCACAGTCCATGCCATCAC-3′ and 5′-TCCACCACCCTGTTGCTGTA-3′.

### Data analysis

Statistical analysis was performed using Mann-Whitney paired two tailed *t* test (GraphPad Prism v5.0). The qRT-PCR data was analyzed with Quanti v1.3.1 Software (Thermo Scientific, USA). The threshold cycle (CT) cut off based on the negative and the positive controls. Tests were considered statistically significant when *P* values were < 0.05.

## Results

### Overexpression of AQP1 in rat C6 glioma cell line

To investigate the potential modulatory effect of AQP1 overexpression on gene expression in C6 cells, we transfected the C6 cell line with AQP1 expression plasmids. Subsequently, we performed a comparative analysis of AQP1 gene expression by RT-qPCR, normalized against the housekeeping gene GAPDH, in two cell lines: the AQP1-transfected cell line (C6-AQP1) and the control cell line (C6-Pcdh). In the C6-Pcdh cell line, the average change in AQP1 expression was approximately 1-fold. In contrast, the C6-AQP1 cell line exhibited a substantial increase in AQP1 gene expression, with an average fold change of 11.1, which was significantly higher than the control (Fig. 1A). Considering that AQP1 overexpression has been reported to enhance Vegf expression [25], we also examined the expression level of Vegf in both C6-Pcdh and C6-AQP1 cell lines. As anticipated, the expression level of Vegf remained relatively unchanged in C6-Pcdh, while it showed a 1.5-fold increase in C6-AQP1 (Fig. 1A). These results suggest that the transfection of AQP1 was successful and elicited the expected molecular responses in the cell lines. To further confirm the overexpression of AQP1 in the C6 cell line, we examined the protein expression level using western blotting. The protein levels of beta actin were similar between C6-Pcdh and C6-AQP1, while that of AQP1 was higher in C6-AQP1 than in C6-Pcdh (Fig. 1B). Taken together, the RT-qPCR and western blotting experiments support that we succeed in overexpressing AQP1 in the C6 cell line.

**Fig. 1:**
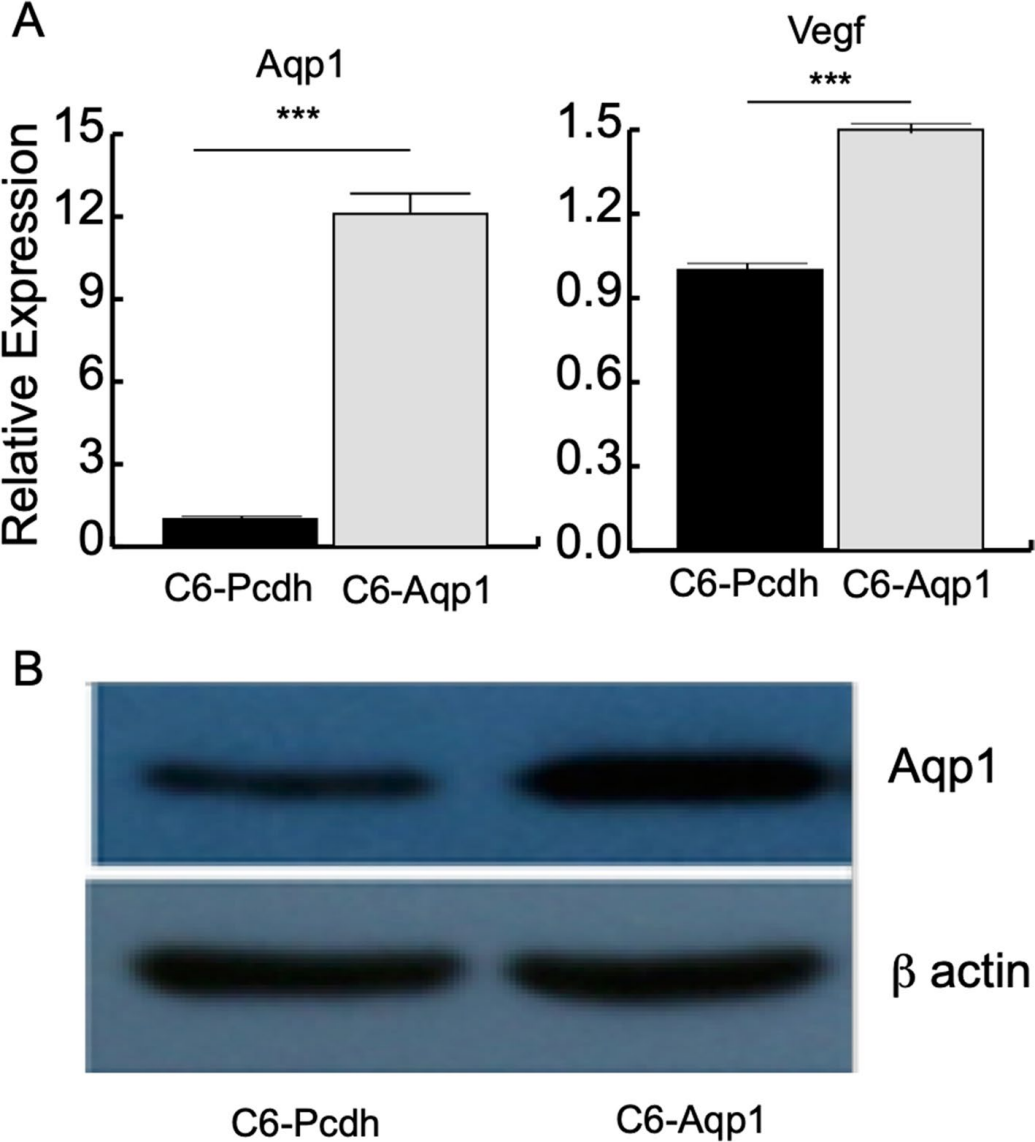
Overexpression of AQP1 in rat C6 glioma cell line. **A** Relative gene expression of Aqp1 and Vegf in C6-Pcdh and C6-AQP1 cell strains compared to Gapdh by quantitative real-time PCR for AQP1 and Vegf (*n* = 3, *t* test, ***p value < 0.001). **B** Western blot of Aqp1 protein in C6-Pcdh and C6-Aqp1 cell strains

### Increased cell viability and cell migration after AQP1 transfection

AQP subtypes, such as AQP1, AQP3, and AQP5, have been implicated in various aspects of carcinogenesis, tumor progression, and invasion [26]. To investigate the impact of AQP1 overexpression on cell growth and migration in C6 cells, we conducted MTT cell viability assays and transwell migration assays. The MTT assay revealed that both Pcdh and AQP1 overexpression in C6 cells resulted in increased cell viability. However, the increase in cell viability was 23% higher in the cell strains transfected with AQP1 compared to those transfected with Pcdh (Fig. 2A). Furthermore, the transwell migration assay demonstrated that C6 cells transfected with Pcdh exhibited an average migration distance of 600 μm within 24 h, while cells transfected with AQP1 displayed an average migration distance of 1000 μm within the same timeframe, representing a 67% increase compared to the control (Fig. 2B). Taken together, these findings from the MTT cell viability assay and transwell migration assay provide compelling evidence that the overexpression of AQP1 in C6 cells significantly enhances both cell viability and migration capabilities.

**Fig. 2:**
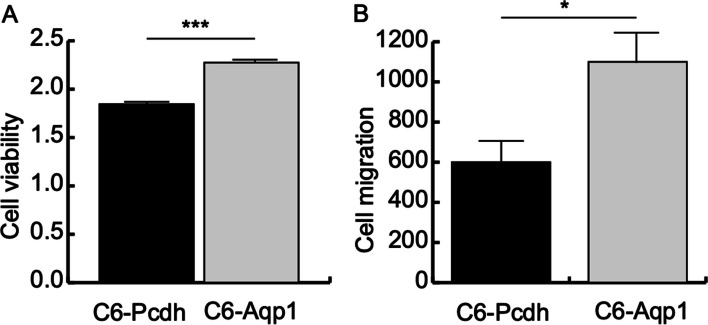
Phenotypic changes of C6 cells after AQP1 transfection. **A** Increased cell viability (*n* = 3, *t* test, ***p value < 0.001). **B** Increased cell migration (*n* = 3, *t* test, ***p value < 0.001)

### Transcriptomic analysis and evaluation

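C6 is an established glioma line that was derived from a chemically induced brain tumour of the rat, and AQP1 is a water channel of the plasma membrane. RNA was sequenced from 3 libraries of C6 cells overexpressing AQP1 (C6-AQP1) and from 3 libraries of C6 control cells. None of the sources used here says that the 3 libraries of a group came from separate cultures, so the p-values given here measure the spread between these libraries, which may be technical. The labels describe cDNA that was amplified before the libraries were made. No source says whether the sequenced control cells carried the empty vector of the C6-Pcdh line. The paper calls them C6 and describes the comparison as before and after transfection with AQP1. This points to untransfected cells but does not settle it. The sample labels describe single reads of 100 nucleotides, while the methods describe paired-end reads of at least 75 bp after filtering. According to the methods, the reads were trimmed with Trimmomatic, aligned to the rn6 rat genome with STAR and quantified per gene with RSEM. The values deposited by the authors are the expected counts of RSEM for 12121 genes, without normalization. RSEM divides a read that fits several genes among them, so genes with near-identical copies are less certain than others. The counts were rounded to whole numbers, scaled by the TMM method, given here as normalized CPM, and compared by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. Transcript lengths were not used, so a bias by gene length was not corrected and stays open for the fold changes given here. As in the methods, a DEG had an adjusted p under 0.05 and a fold change above 2 in either direction. In the counts over gene lists, a gene rose or fell if its adjusted p was under 0.05, without a fold threshold. Of all 12121 genes, 9878 passed this bar, so such counts show direction more than size. In addition, 44 lists of genes with a shared function or cell type were written before the counts were examined but after Tables S1 and S2 had been read, so their choice was not blind to the DEGs. Each of the 43 lists with at least 3 measured members was compared with all other genes by camera at a preset inter-gene correlation of 0.01. With a correlation estimated from the libraries, none of these lists passed an adjusted p of 0.05, and the lowest was 0.0544. That setting weakened lists of low correlation too. For cholesterol synthesis and uptake genes the estimate was -0.0203, below the preset 0.01. Their unadjusted p by camera still went from 1.1e-10 to 0.00202. A call lost under this setting is therefore not by itself evidence of correlated genes.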

To investigate the genome-wide effects of AQP1 overexpression in C6 cells, we performed transcriptome analysis using RNA-seq. We obtained an average of 119,808,886 and 107,152,564 raw reads for the C6 and C6-AQP1 samples, respectively, with 96.4% and 96.2% of the reads successfully mapped to the rat genome. 

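The values given here rest on the reads that RSEM assigned to the listed genes, which is another measure of depth than the raw reads. These expected counts summed to 22728106, 52725877 and 52068676 in C6 control replicates 1, 2 and 3, with a median of 52068676. The C6-AQP1 replicates 1, 2 and 3 had 19054251, 40671306 and 41565610, with a median of 40671306. Replicate 1 was the shallowest library of both groups, at 0.434 times the mean of the other control libraries and 0.463 times the mean of the other C6-AQP1 libraries. The listed genes of cytosolic ribosomal proteins, with 1 gene per symbol, took 3.39% ± 0.0563 of the counts in C6 control cells and 1.94% ± 0.0709 in C6-AQP1 cells (SD, n = 3). Such genes have many processed pseudogenes, and reads assigned to copies outside the list are not in this share. Genes of the mitochondrial genome took 3.11% ± 0.0535 in C6 control cells and 3.76% ± 0.123 in C6-AQP1 cells (SD, n = 3).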

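Mt-co1, a subunit of cytochrome c oxidase encoded in the mitochondrial genome, had 14592 ± 333 normalized CPM in C6-AQP1 cells and 11604 ± 149.9 in C6 control cells (SD, n = 3). Vim, the intermediate filament vimentin, had 3249 ± 99.2 normalized CPM in C6-AQP1 cells and 2001 ± 26.2 in C6 control cells (SD, n = 3), a log2 fold change of 0.70 (standard error 0.02, adjusted p = 4.3e-17 from edgeR's quasi-likelihood test). Of 12 measured genes of the mitochondrial genome, 6 rose, 2 fell and 4 did not pass the test (6 and 2 adjusted over the list alone), and the list as a whole was not called (adjusted p = 0.182 by camera). The files list 12121 genes, and the 20 most abundant of each library took on average 7.44% of the counts in C6 control cells and 7.39% in C6-AQP1 cells. Between 86 and 143 of the listed genes had no count in a given library.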

Gene expression quantification revealed that out of the 32,754 genes examined, 12,121 genes exhibited an average transcripts per million (TPM) value greater than 1, and subsequent analyses were conducted based on these expressed genes.

Principal component analysis (PCA) was performed to assess the variation among the samples. 

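The 3 C6-AQP1 libraries and the 3 C6 control libraries lay apart on the first principal component of the 500 most variable genes, after the variance-stabilizing transformation of DESeq2. PC1 held 95.2% of the variance, PC2 2.64% and PC3 0.960%. The C6-AQP1 libraries had PC1 scores of -18.6, -18.8 and -18.7, and the C6 control libraries of 19.3, 18.7 and 18.2. PC2 set the shallower replicate 1 of both groups apart, with scores of 3.86 for C6-AQP1 and 4.78 for C6 control, while the scores of the other libraries lay between -3.31 and -1.61.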

The results demonstrated that 95% of the variation observed among the samples could be attributed to PC1, which represents the difference before and after AQP1 overexpression in C6 cells (Fig. 3A). This finding indicates significant differences in gene expression profiles between the pre- and post-transfection stages of AQP1 in C6 cells, as captured by the PCA.

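Btg2, an antiproliferative early-response gene, went from 26.3 ± 1.04 CPM in C6 control cells to 349.9 ± 9.85 in C6-AQP1 cells (SD, n = 3). Itgb4, the integrin beta 4 chain, went from 6.09 ± 0.226 to 149 ± 4.68 CPM. Postn, the matrix protein periostin, went the other way, from 151 ± 3.04 to 12.9 ± 0.431 CPM. Across genes, Pearson's r of the log2 CPM lay between 0.992 and 0.996 for the 6 pairs of libraries from the same group. For the 9 pairs of libraries from different groups it lay between 0.948 and 0.953. Genes are not independent replicates, so no p-value is given for these correlations.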

**Fig. 3:**
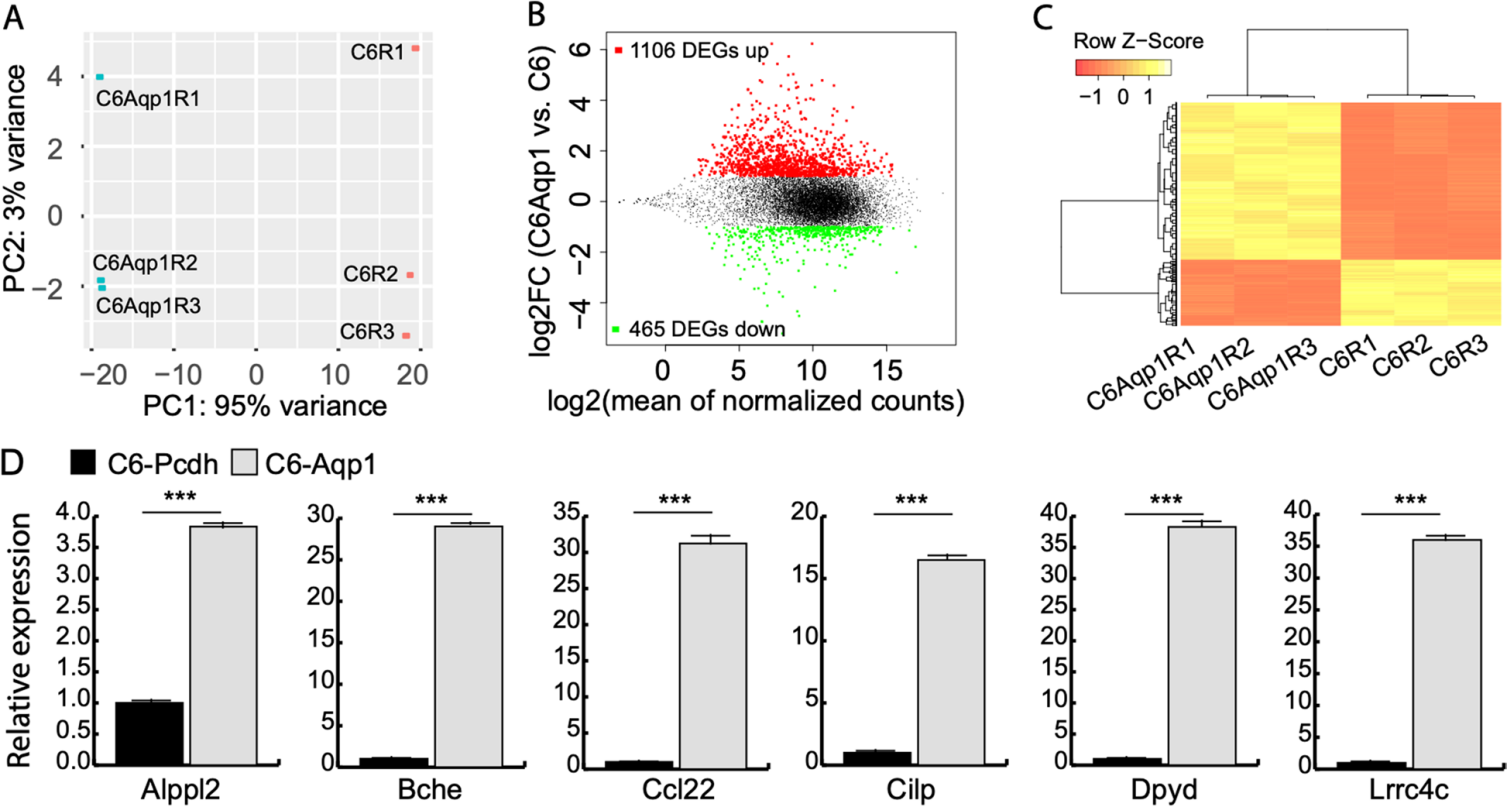
Identification of DEGs from RNA-seq data. **A** PCA analysis of RNA-seq samples based on the gene expression profiles of 12,121 genes using the plotPCA function in DESeq2 package. **B** MA plot of RNA-seq data. Red points stand for upregulated DEGs and green points for down-regulated DEGs. **C** Heatmap of DEGs drawn using the heatmap.2 function in the R package gplots. **D** RT-qPCR validation of DEGs (*n* = 3, *t* test, ***p value < 0.001)

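Among the largest rises in C6-AQP1 cells was Lrrc4c, a synaptic adhesion protein, with a log2 fold change of 7.31 (standard error 0.28, adjusted p = 4.2e-16 from edgeR's quasi-likelihood test). Syt1, a calcium sensor of synaptic vesicles, had a log2 fold change of 6.11 (standard error 0.18, adjusted p = 5.1e-18 from the same test) and went from 0.166 ± 0.0645 to 10.7 ± 0.302 CPM (SD, n = 3). Bche, butyrylcholinesterase, had a log2 fold change of 6.20. Those of Alppl2, an alkaline phosphatase, Abca8a, a lipid transporter, and Cilp, a cartilage matrix protein, were 6.25, 5.84 and 5.61. The chemokine Cx3cl1, the metalloprotease-like Adam11 and the ubiquitin ligase subunit Fbxo2 followed with 5.48, 5.25 and 5.23. In the control libraries, Alppl2 had 4 counts in replicate 2 and none in the others, so the size of its rise is uncertain. Cdh11, the mesenchymal cadherin 11, had 863 counts in the C6-AQP1 libraries together and 1 in the controls, a ratio of normalized counts of 1047 (95% exact interval 187 to 41417, counting error only). Impad1 (ENSRNOG00000027079), an enzyme of nucleotide metabolism, had 282 counts in C6-AQP1 and none in the controls, at least 114-fold higher against 3 counts over the group. This call ended without C6-AQP1 replicate 2 (adjusted p = 0.137 from edgeR, with 2.7e-18 to 0.137 over all alternatives), and another listed gene has the same symbol. In total 1707 genes, 14.1% of the 12121 tested, were DEGs.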

A total of 1571 differentially expressed genes (DEGs), accounting for 13% of the expressed genes, were identified following AQP1 transfection in C6 cells (Fig. 3B, Additional file 1: Table S1). Among these DEGs, 1106 genes were upregulated, while 465 genes were downregulated. These findings align with our previous RT-qPCR results (Fig. 1A) and demonstrate a significant increase in the normalized read count of AQP1 from 12,371.43 to 37,568.23 (log2 fold change = 1.6, FDR = 0, Fig. 3B, Additional file 1: Table S1) after AQP1 transfection. This further validates the successful overexpression of Aqp1 in C6 cells. 

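Among the largest falls in C6-AQP1 cells were Adamts8, a secreted metalloprotease, with a log2 fold change of -5.86 (standard error 0.28, adjusted p = 2.3e-14 from edgeR's quasi-likelihood test), and Tmem132e, a membrane protein, with a log2 fold change of -5.84. Cd93, a receptor of endothelial and myeloid cells, fell from 13.5 ± 0.605 to 0.253 ± 0.0153 CPM (SD, n = 3), a log2 fold change of -5.72. Both the cytokine Il33 and its receptor Il1rl1 fell, with log2 fold changes of -4.64 and -3.74 (adjusted p = 1.2e-20 and 2.4e-16 from the same test). The detoxifying enzymes Aldh3a1 and Gpx3 had log2 fold changes of -4.56 and -3.50. Parvb, an adaptor of focal adhesions, and Hspb8, a small heat shock protein, had -4.45 and -3.90 on the same scale, and the signalling genes Rgs8 and Vsnl1 had -3.98 and -3.85. Counted by direction, 1180 DEGs were higher and 527 lower in C6-AQP1 cells. The median fold change of the higher DEGs was 2.82, and the lower DEGs were lower by a median of 2.32-fold. All 1571 DEGs of Table S1 were DEGs here in the same direction, and 136 genes were DEGs here alone, of which 58.1% lay within 1.1-fold of the threshold.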

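Aqp1 (ENSRNOG00000011648) had 1058 ± 5.81 normalized CPM in C6-AQP1 cells and 349 ± 2.48 in C6 control cells (SD, n = 3). This was a log2 fold change of 1.60 (standard error 0.02, adjusted p = 5.8e-25 from edgeR's quasi-likelihood test), and every C6-AQP1 library lay above every control library. On the scale of DESeq2-normalized counts, Aqp1 had 12371 ± 96.8 in C6 control cells and 37498 ± 121 in C6-AQP1 cells (SD, n = 3). Vegfa, the vascular endothelial growth factor measured by RT-qPCR, had 271 ± 6.97 normalized CPM in C6-AQP1 cells and 99.97 ± 1.16 in C6 control cells (SD, n = 3), a log2 fold change of 1.44 (standard error 0.02, adjusted p = 4.8e-22 from the same test). Aqp11, the other aquaporin with listed counts, had a log2 fold change of -0.59 (standard error 0.18, adjusted p = 0.00446 from the same test). Gapdh, the internal control of the RT-qPCR, had 2188 ± 35.2 normalized CPM in C6-AQP1 cells and 3824 ± 21.4 in C6 control cells (SD, n = 3), a log2 fold change of -0.81 (standard error 0.02, adjusted p = 1.2e-20 from the same test). Actb, the beta actin gene, had a log2 fold change of -0.38 (standard error 0.03, adjusted p = 4.2e-07 from the same test). Relative to Gapdh in the same libraries, Aqp1 was 5.30-fold and Vegfa 4.74-fold higher in C6-AQP1 cells. The counts do not separate the introduced from the endogenous Aqp1, and Gapdh and Actb have processed pseudogenes that may share their reads.

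**Figure D1:**
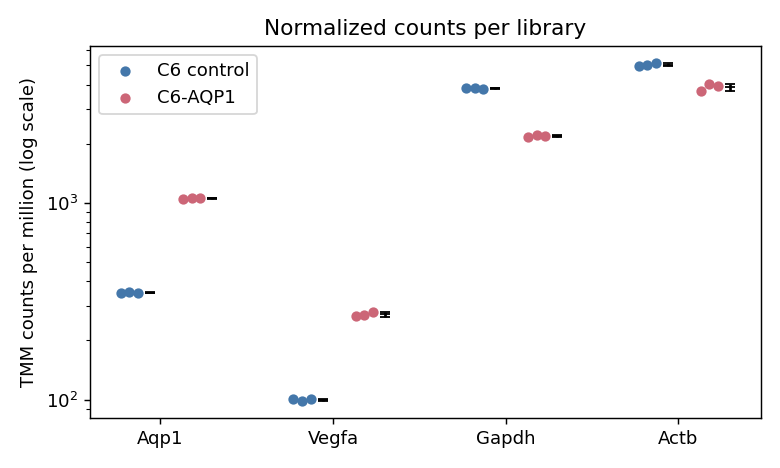
Normalized counts (CPM) of Aqp1, Vegfa, Gapdh and Actb on a log scale. Each point is a library, and the black bars give the mean and SD of the 3 libraries of a group. The C6-AQP1 libraries lie above the C6 control libraries for Aqp1 and Vegfa and below them for Gapdh and Actb.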

The overall expression pattern of the DEGs indicates that the changes induced by AQP1 expression in C6 cells were both substantial and consistent (Fig. 3C).

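Gfap, the intermediate filament of astrocytes, went from 14.0 ± 0.0652 CPM in C6 control cells to 167 ± 6.72 in C6-AQP1 cells (SD, n = 3). Hmgcs1, an enzyme of cholesterol synthesis, went from 221 ± 2.66 to 48.3 ± 1.93 CPM. For both genes the 3 libraries of a group lay within a narrow range compared with the change. In 1174 of the 1180 higher and 520 of the 527 lower DEGs, every C6-AQP1 library lay on one side of every control library. Together this was 99.2% of the DEGs, a share that largely follows from how DEGs are chosen and is not a separate test. Of all tested genes, 82.5% did not overlap, where chance gives 10% for 3 libraries against 3. Over the DEGs, the median SD of log2 CPM within a group was 0.11 and the median absolute log2 fold change was 1.39. A fold change above 4 was reached by 321 higher and 71 lower DEGs.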

To validate the results obtained from RNA-seq, we randomly selected six DEGs and assessed their expression using RT-qPCR. 

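All 6 of the selected genes were higher in the C6-AQP1 libraries than in the controls. Alppl2, an alkaline phosphatase, had 2.68 ± 0.459 normalized CPM in C6-AQP1 cells and 0.0258 ± 0.0446 in C6 control cells (SD, n = 3). Bche, which hydrolyses choline esters, had 18.3 ± 1.09 normalized CPM in C6-AQP1 cells and 0.235 ± 0.0671 in C6 control cells (SD, n = 3), and Cilp 5.19 ± 0.733 normalized CPM in C6-AQP1 cells and 0.0928 ± 0.0461 in C6 control cells (SD, n = 3). Lrrc4c, which binds netrin-G at synapses, had 5.60 ± 0.509 normalized CPM in C6-AQP1 cells and 0.0344 ± 0.0132 in C6 control cells (SD, n = 3). Ccl22, a chemokine for T cells, had 121 counts in the C6-AQP1 libraries and 1 in the controls, a ratio of normalized counts of 147 (95% exact interval 25.9 to 5848, counting error only). Dpyd, the first enzyme of pyrimidine breakdown, had 163 and 3 counts, a ratio of 65.9 (95% exact interval 22.2 to 323, counting error only). The adjusted p from edgeR was highest for Dpyd, at 1.8e-09. At so few control counts, the sizes of the rises of Ccl22 and Dpyd are known only within these intervals. The size for Alppl2 is uncertain too, since its control counts all came from replicate 2.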

The results demonstrated significant changes in all six genes after AQP1 overexpression (Fig. 3D), consistent with the findings from the RNA-seq analysis.

### AQP1 may enhance tumor progression by interacting with FOXO4, MAZ, and E2F TF families

To gain insights into the functional implications of the differentially expressed genes (DEGs), we performed gene enrichment analysis using the ToppGene suite [24]. Separate analyses were conducted for the upregulated and downregulated DEGs (Additional file 2: Table S2).

Among the enrichment results for the upregulated DEGs, we observed that glioblastoma ranked as the top disease in the disease category (Fig. 4A, Additional file 2: Table S2), suggesting the overexpression of AQP1 in the C6 cell line strengthened the expression of genes associated with glioblastoma. Additionally, we identified significant enrichment of Gene Ontology (GO) terms related to cell migration and motility as top functional categories (Fig. 4A), which aligns with the observed increase in cell migration following AQP1 overexpression in C6 cells (Fig. 2B). 

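Gfap, a marker of astrocytic tumours, had a log2 fold change of 3.57 (standard error 0.04, adjusted p = 2.8e-25 from edgeR's quasi-likelihood test), and Bcan, the brain matrix proteoglycan brevican, a log2 fold change of 2.60 (standard error 0.06, adjusted p = 2.3e-20 from the same test). The gelatinases Mmp9 and Mmp2 had log2 fold changes of 2.73 and 2.47 (adjusted p = 7.3e-15 and 9.9e-11 from the same test). In a list of glioma drivers and markers, 28 of 38 measured genes rose, 8 fell and 2 did not pass the test (28 and 8 adjusted over the list alone). Its median log2 fold change was 0.60 (adjusted p = 7.2e-04 by camera and adjusted p = 0.20 with an estimated correlation). Upregulated DEGs were overrepresented in it, with 12 members above 2-fold (odds ratio 4.31, adjusted p = 0.00111 from Fisher's exact test, two-sided, over 86 tests). Of angiogenic factors and receptors, 16 of 23 rose and 6 fell (16 and 7 adjusted over the list alone), with a median of 0.77 (adjusted p = 0.0244 by camera and adjusted p = 0.20 with an estimated correlation). Angpt1 and Angpt2, ligands of the receptor Tek, had log2 fold changes of 1.59 and 1.67, and Tek itself 1.66. The copy of Table S2 used here gives the first 72 of the 160 glioblastoma genes, and the 70 matched to Table S1 had a median log2 fold change of 1.54. For the term Brain Neoplasms all 69 genes are given, with a median of 1.59 over the 65 matched. Both sets were drawn from the upregulated DEGs of these libraries, so their direction is not independent evidence and they were not tested.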

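Genes of the extracellular matrix, integrins and guidance receptors mostly rose in C6-AQP1 cells, while genes of the actin machinery went both ways. Of 23 measured collagens, 18 rose and 4 fell (18 and 4 adjusted over the list alone), with a median log2 fold change of 1.18 (adjusted p = 0.00162 by camera and adjusted p = 0.392 with an estimated correlation). Col1a1, of fibrillar collagen, had a log2 fold change of 2.60 (standard error 0.06, adjusted p = 1.6e-19 from edgeR's quasi-likelihood test), and the basement membrane chains Col4a3 and Col4a4 had log2 fold changes of 3.13 and 2.44. Other matrix proteins had 26 rises and 9 falls among 37 (26 and 9 adjusted over the list alone), with a median of 0.62 (adjusted p = 0.00629 by camera and adjusted p = 0.400 with an estimated correlation). Fmod, fibromodulin, had a log2 fold change of 3.43, while Postn fell. Among 35 matrix proteases and inhibitors, 22 rose and 9 fell (22 and 9 adjusted over the list alone), with a median of 0.43 (adjusted p = 0.0149 by camera and adjusted p = 0.324 with an estimated correlation). Adamts12 rose, with a log2 fold change of 3.34, while the related protease Adamts8 fell. For integrins, 13 of 17 rose and 4 fell (13 and 4 adjusted over the list alone), with a median of 0.56 (adjusted p = 0.0249 by camera and adjusted p = 0.20 with an estimated correlation). Itgb4 had a log2 fold change of 4.60 (standard error 0.04, adjusted p = 4.5e-26 from the same test), and Itga8 and Itga10, which pair with the beta 1 chain, log2 fold changes of 1.68 and 1.46. Guidance ligands and receptors counted 32 rises and 3 falls among 43 (32 and 3 adjusted over the list alone), with a median of 0.64 (adjusted p = 9.0e-05 by camera and adjusted p = 0.297 with an estimated correlation). The ephrin Efnb2 and the semaphorins Sema6b and Sema3b had log2 fold changes of 2.63, 2.43 and 2.10. In the actin motility machinery 17 of 57 genes rose and 31 fell (17 and 31 adjusted over the list alone), with a median of -0.14 that did not pass the list test (adjusted p = 0.116 by camera), though it did with DESeq2 (adjusted p = 0.0473; range over the alternatives tested by camera 0.0473 to 0.238). The log2 fold changes of this list ranged from -1.23 to 4.64, the latter that of Mylk, the kinase of myosin light chain. Table S2 gives 59 upregulated DEGs for positive regulation of cell migration, whose median log2 fold change was 1.51. They were chosen on these libraries, so their direction is not independent evidence.

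**Figure D2:**
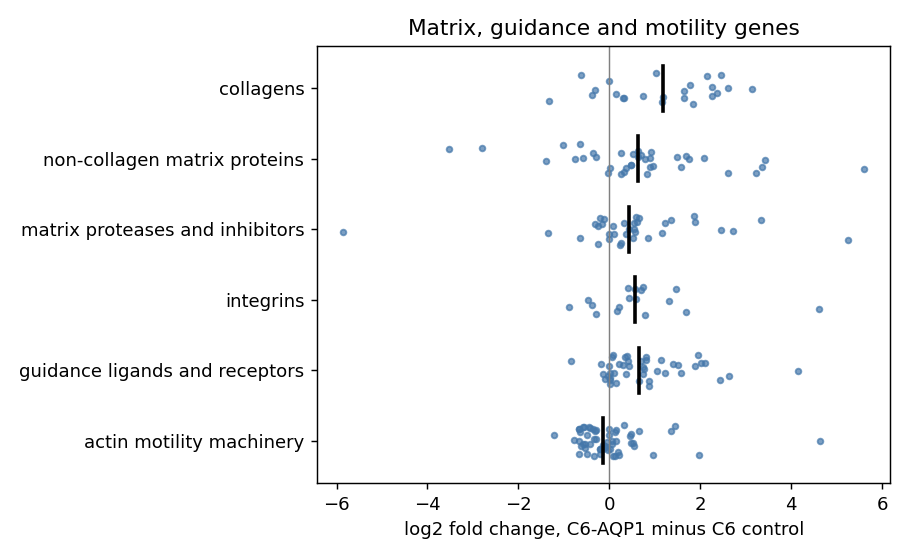
Log2 fold changes of matrix, adhesion, guidance and motility genes between C6-AQP1 and C6 control cells. Each point is a measured gene of the list named on the vertical axis, and the black bar is the median of the list. Most collagens, integrins and guidance genes lie to the right of 0, and the actin motility genes lie on both sides.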

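Genes of cell division, of ribosomes and of the proteasome fell in C6-AQP1 cells. Fewer of them fell by more than 2-fold than are counted below without a fold threshold. These were 30 of 69 G2/M and mitosis genes and 27 of 63 DNA replication and S phase genes. For cytosolic ribosomal proteins they were 26 of 75, and for proteasome subunits 2 of 31. In a list of G2/M and mitosis genes 68 of 69 fell and none rose (0 and 68 adjusted over the list alone), with a median log2 fold change of -0.97 (adjusted p = 1.5e-17 by camera and adjusted p = 0.0544 with an estimated correlation). Cenpw, a kinetochore protein, had a log2 fold change of -1.91 (standard error 0.05, adjusted p = 3.3e-19 from edgeR's quasi-likelihood test), and Ube2c, which drives exit from mitosis, a log2 fold change of -1.62 (standard error 0.05, adjusted p = 6.0e-16 from the same test). Of the DNA replication and S phase genes 58 of 63 fell and 2 rose (2 and 59 adjusted over the list alone), with a median of -0.94 (adjusted p = 3.4e-13 by camera and adjusted p = 0.0689 with an estimated correlation). The replication factor Cdc45 and thymidine kinase Tk1 had log2 fold changes of -1.40 and -1.38. Cyclins, their kinases and inhibitors had 13 falls and 4 rises among 18 (4 and 13 adjusted over the list alone), with a median of -0.38 (adjusted p = 0.0288 by camera and adjusted p = 0.20 with an estimated correlation). Ccna2 and Ccnb1 fell with log2 fold changes of -1.48 and -1.47, while cyclin D2 (Ccnd2) rose by 1.02. The list of cytosolic ribosomal proteins, with 1 gene per symbol, had 75 measured members, which all fell (0 and 75 adjusted over the list alone), with a median of -0.91 (adjusted p = 6.8e-15 by camera and adjusted p = 0.277 with an estimated correlation). Rps20 and Rpl41 had log2 fold changes of -1.34 and -1.27, and such genes have many processed pseudogenes that may share their reads. Of the listed proteasome subunits, all 31 measured ones fell (0 and 31 adjusted over the list alone), with a median of -0.70 (adjusted p = 4.7e-10 by camera and adjusted p = 0.20 with an estimated correlation), among them Psmc3 with -1.17 and Psmb6 with -1.08. In Table S2, the 31 downregulated DEGs of mRNA catabolic process had a median log2 fold change of -1.10, and their largest falls included the ribosomal protein genes Rps20 and Rpl41. For regulation of cell cycle process, 43 of 44 listed DEGs were matched, with a median of -1.18. For organic cyclic compound catabolic process, 44 of 46 were matched, with a median of -1.14. Of macromolecule catabolic process, the first 68 of 73 are in the copy used here, and the 66 matched had a median of -1.15. These sets were chosen on these libraries and are not independent evidence of direction.

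**Figure D3:**
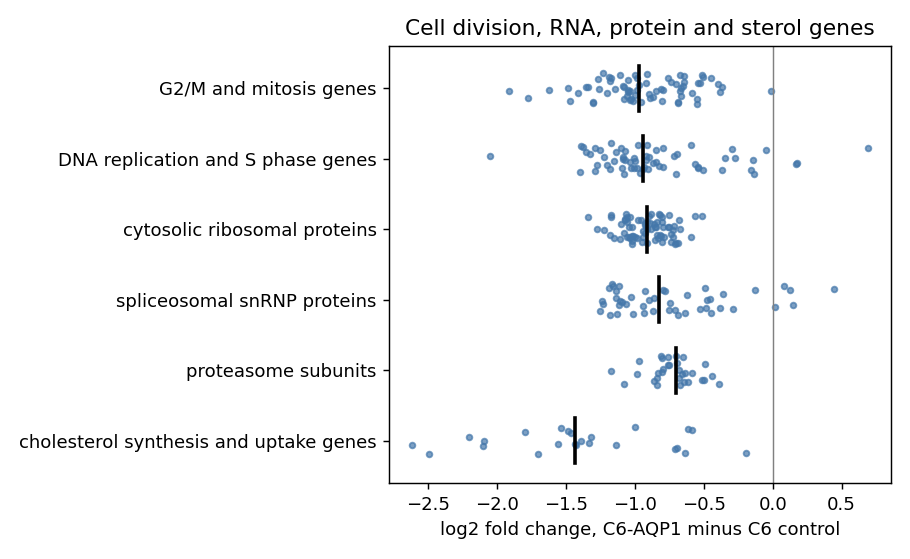
Log2 fold changes of genes of cell division, ribosomes, splicing, the proteasome and cholesterol between C6-AQP1 and C6 control cells. Each point is a measured gene of the list named on the vertical axis, and the black bar is the median of the list. The medians of all 6 lists lie to the left of 0.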

For the downregulated genes, the top functions affected included cell cycle, mRNA catabolic process, organic cyclic compound catabolic process, and macromolecule catabolic process (Additional file 2: Table S2).

**Fig. 4:**
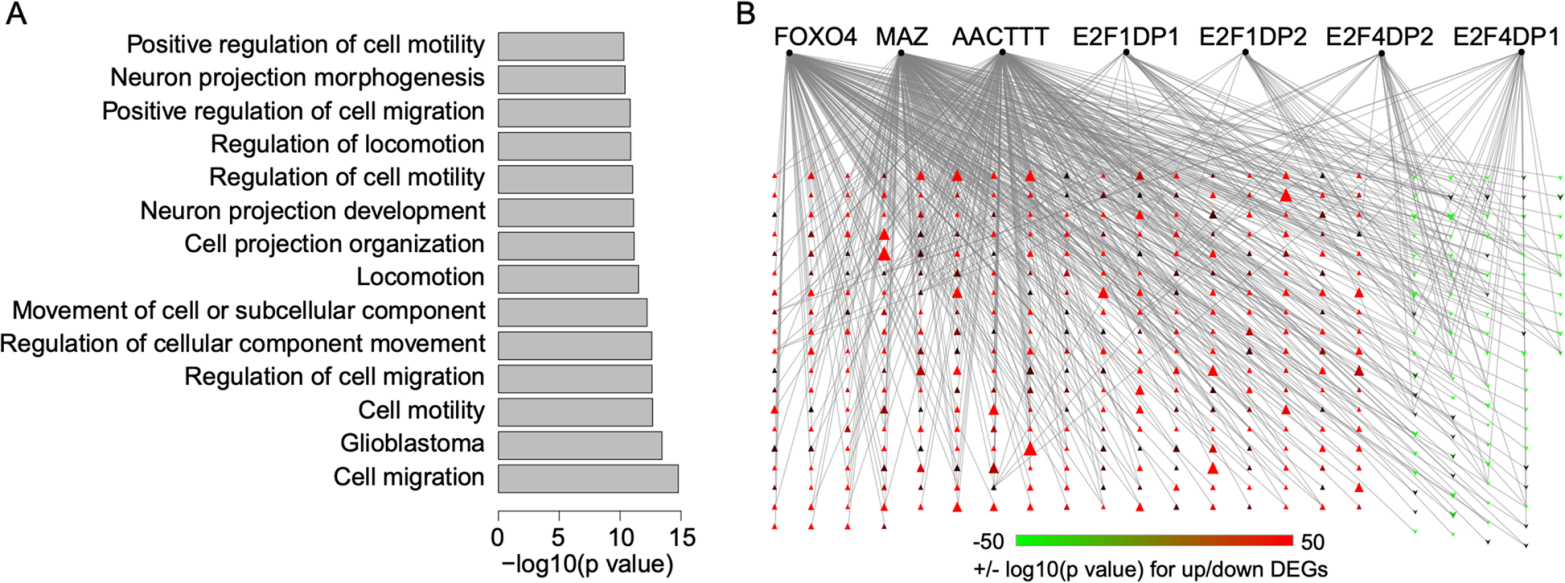
Functional analysis of DEGs. **A** Enriched functional terms related to glioma and cell mobility. **B** Potential transcriptional regulation of DEGs by transcriptional factors. The black dots represent transcriptional factors except for AACTT, which is the binding motif for an unknown TF. The triangles represent upregulated (red) and downregulated (green) DEGs. The lines between TFs and DEGs mean there are binding sites of the TFs for DEGs. The network was generated using Cytoscape (v 3.7.1) and edited using Adobe Illustrator

Furthermore, the analysis of transcription factor (TF) binding sites revealed that the top TFs associated with the upregulated DEGs were FOXO4, a TF with a complex role in cancer that may contribute to cancer progression [27]; MAZ, which has been implicated in promoting pancreatic cancer cell invasion via CRAF–ERK signaling [28]; and an unidentified TF with the binding motif “AACTTT”. 

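Foxo4, which encodes a forkhead transcription factor, had 42.6 ± 1.13 normalized CPM in C6-AQP1 cells and 29.5 ± 0.821 in C6 control cells (SD, n = 3), a log2 fold change of 0.54 (standard error 0.04, adjusted p = 7.7e-11 from edgeR's quasi-likelihood test). Maz, which encodes a zinc finger factor, had 47.7 ± 1.59 normalized CPM in C6-AQP1 cells and 59.9 ± 1.52 in C6 control cells (SD, n = 3), a log2 fold change of -0.32 (standard error 0.04, adjusted p = 4.4e-08 from the same test). Neither gene was a DEG at the fold threshold of 2. Of the upregulated DEGs with a FOXO4 site, the copy of Table S2 used here gives the first 67 of 150, and the 65 matched to Table S1 had a median log2 fold change of 1.57. For MAZ it gives the first 66 of 165, with a median of 1.62 over 64 matched. For the AACTTT motif it gives the first 66 of 143, with a median of 1.53 over 64 matched. These sets are cut short and were drawn from the upregulated DEGs, so no overlap or enrichment was tested on them.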

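Downregulated DEGs with binding sites for E2F factors include genes of the cell cycle, of nucleotide metabolism and of chromatin. Cdk1, the kinase that drives entry into mitosis, had a log2 fold change of -1.35 (standard error 0.02, adjusted p = 8.1e-22 from edgeR's quasi-likelihood test) and went from 264 ± 3.52 to 103 ± 1.95 CPM (SD, n = 3). Ns5atp9, which encodes a factor that binds the replication clamp PCNA, had a log2 fold change of -2.05 (standard error 0.20, adjusted p = 2.4e-06 from the same test). Dctpp1, a pyrophosphatase that removes dCTP, had a log2 fold change of -1.35 (standard error 0.06, adjusted p = 1.3e-14 from the same test). Hist1h2bk, a histone H2B gene, had a log2 fold change of -3.51 (standard error 0.58, adjusted p = 1.0e-05 from the same test), but at 0.466 CPM in the controls and with near-identical copies its value is uncertain. In Table S2, 4 E2F site sets share most of their genes, with 23 in any set and 19 in all. The median log2 fold change was -1.16 for the 23 genes with E2F4/DP1 sites, and every one of them fell. Since the sets were drawn from the downregulated DEGs, their direction is not independent evidence. No site was searched for in the genome here.

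**Figure D4:**
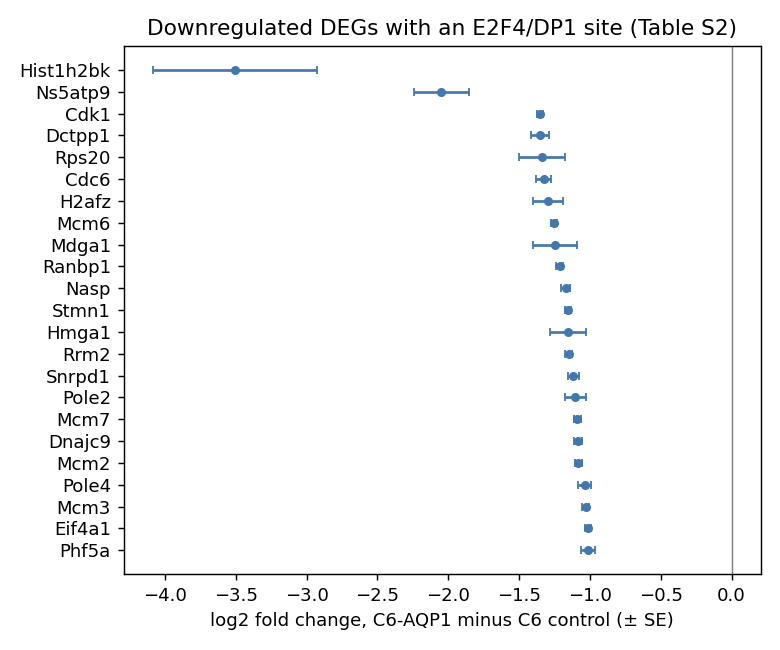
Log2 fold changes of the downregulated DEGs that Table S2 lists with an E2F4/DP1 site. Each point is a gene, and the bar is the standard error of its log2 fold change from edgeR. All 23 genes lie to the left of 0, with Hist1h2bk and Ns5atp9 farthest from it.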

As for the downregulated DEGs, the top TFs were E2F4/DP1, E2F1/DP2, E2F4/DP2, and E2F1/DP1 (Fig. 4B, Additional file 2: Table S2), which are members of the E2F transcription factor family known to be involved in cell cycle control and cancer progression [29].

In summary, these results suggest that AQP1 overexpression may enhance tumor progression by interacting with the transcriptional regulation networks governed by FOXO4, MAZ, and E2F TFs.

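Among the E2F family and its DP partners, 6 of 9 measured genes fell and 1 rose (1 and 6 adjusted over the list alone), with a median log2 fold change of -0.26 that did not pass the list test (adjusted p = 0.116 by camera). Tfdp1, which encodes DP1, had a log2 fold change of -0.72 (standard error 0.02, adjusted p = 5.0e-17 from edgeR's quasi-likelihood test), while Tfdp2, which encodes DP2, had a log2 fold change of 0.81 (standard error 0.06, adjusted p = 1.3e-11 from the same test). E2f4 had a log2 fold change of -0.26 and the repressors E2f7 and E2f8 had -0.67 and -1.18. E2f2 did not pass the test (log2 fold change 0.03, adjusted p = 0.726 from the same test), and E2f1 was not analysed here. In a list of FOXO target genes, 17 of 25 rose and 5 fell (17 and 6 adjusted over the list alone), with a median of 0.62 (adjusted p = 0.0143 by camera and adjusted p = 0.277 with an estimated correlation). Fbxo32, a ubiquitin ligase of muscle atrophy, and Txnip, an inhibitor of thioredoxin, had log2 fold changes of 2.25 and 2.20, and the proapoptotic Bcl2l11 had 1.66. From its enrichment results the paper proposes that overexpressed AQP1 may promote tumour progression through an interaction with the regulatory networks of FOXO4, MAZ and the E2F factors.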

## Discussion

In this study, we aimed to investigate the role of AQP1 in glioma formation by overexpressing it in the C6 glioma cell line. Initially identified as a water channel protein [30], AQP1 has also been implicated in cell migration and tumor formation [25]. Consistent with previous findings, our research demonstrated that overexpression of AQP1 in C6 cells significantly increased cell migration (Fig. 2B) [31–33]. Notably, the gene expression profile revealed a significant upregulation of genes associated with cell migration following AQP1 overexpression (Fig. 4A), which is consistent with the observed phenotype (Fig. 2B). The enhanced mobility of C6 cells after AQP1 overexpression suggests a transformation from cancer stem cells, which constitute a major portion of the C6 glioma cell line [19], into invasive cancer cells [34]. Intriguingly, the upregulated genes after AQP1 overexpression were strongly associated with glioblastoma, as indicated by the top disease ranking (Fig. 4A, Additional file 2: Table S2), suggesting a potential involvement of AQP1 in tumorigenesis.

In our comprehensive analysis using the ToppGene Suite (Additional file 2: Table S2–3), we discovered that the up- and downregulated genes shared binding sites for specific transcription factors known to be involved in cancer progression. Among the upregulated DEGs, FOXO4 (Fig. 4B, Additional file 2: Table S2), a member of the forkhead family transcription factors O subclass, was prominently shared. Depending on its modification state, FOXO4 can regulate various cellular pathways, including oxidative stress signaling, longevity, insulin signaling, cell cycle progression, and apoptosis [35]. While FOXO transcription factors have traditionally been considered tumor suppressors due to their inhibitory effect on cancer cell growth and survival, they can also promote tumor development and progression by maintaining cellular homeostasis, facilitating metastasis, and inducing therapy resistance [27]. Another shared transcription factor among the upregulated DEGs is MYC-associated zinc finger protein (MAZ) (Fig. 4B, Additional file 2: Table S2), which has been implicated in promoting pancreatic cancer cell invasion [28]and hepatocellular carcinoma metastasis through the induction of epithelial-mesenchymal transition [36]. Among the downregulated DEGs, the shared transcription factors include E2F4/DP1, E2F1/DP2, E2F4/DP2, and E2F1/DP1 (Fig. 4B, Additional file 2: Table S3), which have been identified as important contributors to tumor progression in various cancer types [29, 37]. These transcription factors associated with the DEGs suggest that AQP1 overexpression may interact with their transcriptional regulatory networks, ultimately promoting C6 cell viability and migration.

## Conclusions

In conclusion, our study demonstrated significant phenotypic and transcriptomic changes upon overexpression of AQP1 in C6 cell lines. AQP1 overexpression resulted in increased cell viability and cell migration, indicating its functional impact on glioma progression. Through comprehensive transcriptome analysis, we identified extensive changes associated with key biological processes such as cell migration, glioblastoma, and neuron projection morphogenesis. Moreover, transcription factor binding analysis revealed that the upregulated genes were likely regulated by Foxo4 and Maz, while the downregulated genes exhibited binding sites for E2F1 and E2F2. These findings suggest that AQP1 overexpression may enhance glioma tumorigenesis by interacting with the transcriptional regulation networks involving Foxo4, Maz, and E2F families. The data presented in this study shed light on the potential involvement of AQP1 in glioma progression and provide insights into the dysregulation of gene expression in glioma. These discoveries may offer valuable clues for developing strategies to intervene in gene expression and potentially contribute to the treatment of glioma.

### Supplementary Information

**Additional file 1.** 

**Additional file 2.** 

## Data Availability

The datasets generated during the current study are available in the GEO database (GSE137733).

## Abbreviations

AQP1: Aquaporin-1
DEGs: Differentially expressed genes
GO: Gene ontology
PCA: Principle component analysis
RT-qPCR: Real-time quantitative PCR

How the deposited data were processed for this re-analysis (not part of the article)

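Gene expression was measured by RNA-seq in 3 libraries of C6-AQP1 cells and 3 libraries of C6 control cells. According to the methods and the submitters' processing notes, the authors checked the reads with FastQC (0.11.2), trimmed them with Trimmomatic (0.36), aligned them to the rn6 rat genome with STAR (2.5.1b) and quantified genes with RSEM (1.2.29). The gene annotation is not given in the sources used here. The authors deposited expected counts for each library, which are estimates that need not be whole numbers and are not normalized. They cover 12121 genes, the number that the methods obtain by requiring a mean TPM above 1 in a group, so this filter was already applied. Of these genes, 5 are listed by identifier alone, and 92 symbols stand for more than 1 gene.

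The expected counts were rounded to whole numbers and scaled by TMM factors in edgeR 4.0.16 under R 4.3.3. C6-AQP1 was compared with C6 control by the quasi-likelihood test with robust estimation, without covariates, and p-values were adjusted by the Benjamini-Hochberg method over all 12121 genes. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the methods. The standard error of a log2 fold change was taken from its size and the test statistic. Principal components were computed on the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, and with Fisher's exact test for an excess of DEGs among all tested genes. The edgeR, DESeq2 and limma-voom steps were tested on simulated data with changed genes. For this comparison edgeR called 100% of the 67 genes changed 1.5-fold, 98.5% of the 67 changed 2.5-fold and 100% of the 66 changed 4-fold, and it called 7 unchanged genes among the 12121 tested. Far fewer genes were changed in this simulation than the 9878 that passed an adjusted p of 0.05 in the real libraries. It therefore does not test scaling or error control where so many genes differ.

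The genes named in the text follow a rule written before the data were examined: the genes named in the paper, the 12 largest rises and the 12 largest falls among DEGs with at least 50 counts in every library of the higher group and no overlap between groups, up to 4 members of each gene list with the largest change (any member of a list under 15), and up to 4 members of each Table S2 set used. Tables S1 and S2 had been read by then. Some genes that the rule selects are not reported here. The lists, the tests of genes and lists and most alternatives were likewise fixed before the data were examined. Later additions were DESeq2 with a prior on fold changes, leaving out both shallower libraries, thinning all libraries to the smallest total and all tests of explanations. A gene without counts in a group was compared with a floor of 3 counts over that group, and one with 1 to 3 counts is given as a ratio with its 95% exact interval; both cover counting error only. Library totals ranged from 19054251 to 52725877 counts, and the common coefficient of biological variation was 2.97%. Counts of replicates of the same group differed by more than the sampling noise, with a chi-square per degree of freedom between 2.17 and 4.35, so every library was counted separately. Libraries prepared separately from the same RNA could also exceed this noise, so the test does not show that the cultures were separate. RT-qPCR, western blot, viability and migration data were not analysed here, and binding sites were not searched, because a rat genome sequence was not used here.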

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

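The tests of explanations in this part were all chosen after the results had been seen, and so was the choice of which gene lists lie outside those the paper discusses. Each list named here passed camera with a median above 0.5 in size, in groups that the paper's text does not discuss. Table S2 does hold terms of cholesterol synthesis, the small ribosomal subunit and spliceosomal snRNPs, and the paper uses GAPDH as an internal control. The median log2 fold change was 1.32 for astrocyte markers, 0.71 for oligodendrocyte lineage markers and 1.75 for complement genes. It was 0.85 for immediate early genes and 0.66 for chemokines, cytokines and NF-kB response genes. Medians below 0 were found for cholesterol synthesis and uptake genes (-1.43), cytosolic ribosomal proteins (-0.91), spliceosomal snRNP proteins (-0.83), proteasome subunits (-0.70), mitochondrial ribosomal proteins (-0.55), nuclear-encoded respiratory chain subunits (-0.59), NRF2 and AhR response genes (-0.60) and reference genes (-0.52). None of these lists passed an adjusted p of 0.05 with an estimated correlation. The reference genes Gapdh and Actb had log2 fold changes of -0.81 and -0.38.

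The fall of cell division genes was found in cells that the paper reports to be more viable by MTT than C6-Pcdh cells. The fall itself was measured against C6 control cells, so the control lines differ by name. Other scalings were the RLE and upper-quartile factors and factors without ribosomal protein and abundant genes. Under these factors, the higher of the G2/M and DNA replication medians was at most -0.90. The largest shift that they gave the median of all genes was 0.03. This is too little to test scaling as the cause of the absolute fall, which stays open. A scaling factor moves the log2 fold changes of all genes alike, and their median was 0.001. Scaling therefore cannot account for the fall relative to other genes, which is what camera tests. The G2/M median was -0.98 without both shallower libraries. A difference in growth state or density at harvest, or between lines after transfection and selection, may also lower these genes, and was not tested. It stays open beside an effect of AQP1, as the sources describe 1 line per group.

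The 75 measured members of the list of cytosolic ribosomal proteins all fell. Their median was at most -0.87 under the same factors, against -0.91 with TMM. This again tests scaling too little, so scaling stays open for the absolute fall. As above, it cannot account for the fall relative to other genes. These genes have short transcripts and many processed pseudogenes, so a difference in the recovery of short RNA or in the division of shared reads may contribute. No test of either is given here, since no transcript lengths of the same build and no reads were at hand. A check with gene spans of another build was made after the data were seen and left out because the builds differ. In it short genes tended to fall in C6-AQP1 cells. A bias against short genes in the C6-AQP1 libraries stays open for these falls, for the other gene lists and for the DEG calls as a whole. A slower growth of the cells stays open as well.

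The rise of Aqp1 was 3.03-fold here, against the 11.1-fold that the paper gives for RT-qPCR. Relative to Gapdh, which fell, the rise was 5.30-fold, so the fall of the reference gene narrows the gap but leaves it above 1.5 times. The same ratio moved Vegfa away from the paper's 1.5-fold, from 2.72-fold to 4.74-fold. In the shallower libraries Aqp1 had 1052 CPM for C6-AQP1 and 347 for C6 control, close to the group means of 1058 and 349. Leaving out both could therefore hardly move the log2 fold change of Aqp1, and the shift of -0.00109 is not a separate test. The closeness of the CPM values argues only against the lower depth of these libraries as the cause. The control lines differ by name between the assays, and primers and the introduced sequence may weigh on RT-qPCR and counts differently; neither was tested.

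The number of DEGs was 1707 by edgeR for the real grouping and 0 at most for the other splits of the 6 libraries into 3 and 3. The 10 splits, of which 1 reached the real number, are too few for a share under 0.05. At an unadjusted p under 0.05 and the same fold threshold, edgeR called at most 21 genes in the other splits. Each of these splits mixed libraries of both groups, so the difference between the groups entered the spread and few calls were bound to follow. The other splits are thus no reference for libraries without a difference.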

How the results depend on the processing

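DESeq2 with a prior, both shallower libraries left out and thinned libraries were alternatives chosen after seeing the data. Leaving out 1 library at a time gave 1168 to 1201 upregulated and 493 to 583 downregulated DEGs, log2 fold changes of 1.59 to 1.61 for Aqp1 and 1.42 to 1.46 for Vegfa, 94.4% to 96.7% of the variance on PC1 and 99.60% to 99.88% of DEGs without overlap. Without a fold threshold 4948 genes were higher and 4930 lower, and a test against a fold of 1.5 (glmTreat) called 1879 and 1332, so these counts depend on the threshold. DESeq2 gave 1160 and 510, limma-voom 1180 and 542, and the filter of edgeR on low counts 1155 and 511. Upper-quartile factors gave 1255 and 478 and moved the median of all genes to 0.04. There were 1164 and 552 without both shallower libraries, and 1180 and 503 with all libraries thinned to the smallest total. No source says that libraries of equal number were made together, although replicate 1 of both groups was the shallowest and lay apart on PC2. The deviations of same-numbered libraries correlated at 0.25, -0.01 and 0.28, and 4 of 6 libraries correlated best with their own number. With the replicate block there were 1182 and 522 DEGs, and the NRF2 and AhR list was no longer called (adjusted p = 0.0697; 7.7e-04 to 0.210 over its alternatives tested by camera).

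Over 284 gene results and all alternatives, 4503 of 4538 values kept direction and side of the threshold, 31 lost the call, 4 gained one and 0 reversed. For 43 gene lists these were 692 of 731, 30, 9 and 0. Of the lost calls, 27 came under the setting with an estimated correlation, which also weakened lists with an estimate below the preset. These counts leave out fry, which tests whether a list's genes move 1 way against no change, not against other genes, and which passed 14 lists that camera did not. The chemokine and NF-kB list was not called with DESeq2 (adjusted p = 0.0910; 0.00845 to 0.210 over its alternatives tested by camera). The causes were not tested. Depth limits the ratios of genes with few counts in a group, such as Cdh11, Ccl22 and Dpyd. Not run were the fit without the TPM filter, since only filtered genes were used here, the transcript length correction alone and with the block, the promoter motif search with its window, and the pseudocount and filter meant for TPM values.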

Differences from the paper's values

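The paper gives an 11.1-fold rise of AQP1 by RT-qPCR normalized to GAPDH, in C6-AQP1 against C6-Pcdh cells, and the RNA-seq libraries gave 3.03-fold against C6 control cells. For Vegf the paper gives a 1.5-fold rise by RT-qPCR, and the libraries gave 2.72-fold for Vegfa. Relative to Gapdh in the same libraries, the folds were 5.30 for Aqp1 and 4.74 for Vegfa. These are different assays with differently named control lines. All alternatives set before the data were examined that give a fold for these genes also differ from the paper's values, for both genes: DESeq2, the RLE and upper-quartile factors, factors without ribosomal protein and abundant genes, the filter on low counts, limma-voom, the replicate block and each library left out.

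At the paper's thresholds, applied to the fold changes of edgeR, the libraries gave 1180 upregulated and 527 downregulated DEGs. The paper gives 1106 and 465, within 1.5 times of these. Its methods name DESeq2 1.14.1 and do not say whether a prior on fold changes was used. The same threshold may therefore apply to fold changes of another kind. DESeq2 with a prior on fold changes, chosen after seeing the values, gave 1105 and 464 and dropped 6 of the 1571 DEGs of Table S1. The paper's mean normalized count of AQP1 in C6-AQP1 cells is 37568.23, and the value here was 37498.

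The paper's conclusions name E2F1 and E2F2 as factors with sites in the downregulated DEGs, while its Table S2 and results name E2F1 and E2F4. Here E2f4 had a log2 fold change of -0.26 and E2f2 of 0.03 (adjusted p = 0.726 from edgeR), and E2f1 was not analysed here.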

Other observations

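The ranges over alternatives in this part include settings chosen after the results had been seen, namely DESeq2 with a prior, both shallower libraries left out and thinned libraries. Glial marker genes were higher in C6-AQP1 cells. The listed astrocyte markers rose in all 14 measured cases (14 and 0 adjusted over the list alone), with a median log2 fold change of 1.32 (adjusted p = 4.3e-06 by camera and adjusted p = 0.139 with an estimated correlation). The Na,K-ATPase beta subunit Atp1b2 and the potassium channel Kcnj10, which works beside aquaporins in astrocyte end feet, had log2 fold changes of 4.83 and 4.60, and Aldoc, an abundant brain aldolase, 1.48. Of 13 oligodendrocyte lineage markers 10 rose and 1 fell (10 and 1 adjusted over the list alone), with a median of 0.71 (adjusted p = 0.0124 by camera and adjusted p = 0.305 with an estimated correlation). Olig1 had a log2 fold change of 2.68, while Nkx2-2 had -0.46. Partners of the Na,K-ATPase and of ion and water transport counted 15 rises and 3 falls among 20 (15 and 3 adjusted over the list alone), with a median of 0.28 (adjusted p = 0.0124 by camera and adjusted p = 0.259 with an estimated correlation). Neural stem and progenitor markers had 11 rises and 3 falls among 14 (11 and 3 adjusted over the list alone), with a median of 0.42 (adjusted p = 0.0288 by camera and adjusted p = 0.392 with an estimated correlation), among them Sox2 with 0.54 and Id3 with -0.60. Complement genes had 5 rises and 1 fall among 7 (5 and 1 adjusted over the list alone), with a median of 1.75 (adjusted p = 0.0288 by camera and adjusted p = 0.238 with an estimated correlation), led by C3 with 4.28 and C4a (ENSRNOG00000000443) with 3.65. Lysosome genes had 25 rises and 8 falls among 35 (25 and 8 adjusted over the list alone), with a median of 0.35 (adjusted p = 0.00199 by camera and adjusted p = 0.20 with an estimated correlation).

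Sterol genes fell together. A list of cholesterol synthesis and uptake genes had 24 measured members, which all fell (0 and 24 adjusted over the list alone), with a median log2 fold change of -1.43 (adjusted p = 7.0e-10 by camera and adjusted p = 0.0544 with an estimated correlation). The synthesis enzyme Hmgcs1 had a log2 fold change of -2.20 (standard error 0.03, adjusted p = 6.8e-24 from edgeR's quasi-likelihood test), and Fdps, another, a log2 fold change of -2.10. Mylip, a ubiquitin ligase, rose by 2.24, but LXR targets as a list had 9 rises and 5 falls among 15 (9 and 5 adjusted over the list alone) and were not called by camera (adjusted p = 0.351), although upregulated DEGs were overrepresented among them (odds ratio 4.65, adjusted p = 0.0361 from Fisher's exact test). Of 29 immediate early genes 21 rose and 6 fell (21 and 6 adjusted over the list alone), with a median of 0.85 (adjusted p = 9.8e-04 by camera and adjusted p = 0.408 with an estimated correlation). Arc, Btg2 and the phosphatase Dusp1 had log2 fold changes of 4.07, 3.72 and 3.20. Chemokines, cytokines and NF-kB response genes had 19 rises and 6 falls among 29 (19 and 6 adjusted over the list alone), with a median of 0.66 (adjusted p = 0.0149 by camera and adjusted p = 0.210 with an estimated correlation). This list was not called with DESeq2 (adjusted p = 0.0910). NRF2 and AhR response genes had 15 falls and 8 rises among 24 (8 and 15 adjusted over the list alone), with a median of -0.60 (adjusted p = 0.0417 by camera and adjusted p = 0.210 with an estimated correlation), among them Cyp1b1 with -3.41 and Nqo1 with -1.57. This list was not called with the replicate block (adjusted p = 0.0697 by camera).

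Spliceosomal snRNP proteins had 39 falls and 3 rises among 46 (3 and 39 adjusted over the list alone; adjusted p = 4.9e-08 by camera and adjusted p = 0.0544 with an estimated correlation). Mitochondrial ribosomal proteins had 71 falls and 1 rise among 75 (1 and 71 adjusted over the list alone, adjusted p = 1.3e-10 by camera and adjusted p = 0.0969 with an estimated correlation). Nuclear-encoded respiratory chain subunits had 55 falls and no rise among 59 (0 and 56 adjusted over the list alone, adjusted p = 1.6e-10 by camera and adjusted p = 0.259 with an estimated correlation). Reference genes had 11 falls and 1 rise among 14 (1 and 11 adjusted over the list alone, adjusted p = 0.00199 by camera and adjusted p = 0.20 with an estimated correlation), with Tfrc at -1.73.

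Lists that were not called by camera included regulators and markers of epithelial-mesenchymal transition, with 9 rises and 6 falls among 16 (9 and 6 adjusted over the list alone, adjusted p = 0.235), where Zeb1 and Zeb2 had log2 fold changes of 0.98 and 1.23. Markers of other cell types that a culture could hold were not called by camera either: neurons (adjusted p = 0.493 by camera), microglia and macrophages (0.961), endothelium (0.580) and fibroblasts and pericytes (0.163). The adjusted p by camera was 0.548 for hypoxia response genes, 0.164 for interferon response genes, 0.427 for p53 targets, 0.182 for YAP/TEAD targets and 0.961 for fatty acid synthesis genes. It was 0.0694 for unfolded protein and integrated stress response genes and 0.493 for histones, whose near-identical copies share reads. By Fisher's exact test, downregulated DEGs were nevertheless overrepresented among neuron markers (odds ratio 8.29, adjusted p = 0.0343) and histones (odds ratio 5.90, adjusted p = 0.0280). Of 11 neuron markers 6 rose and 3 fell, with a median log2 fold change of 0.38, and 3 passed 2-fold in each direction. Of 19 histones 5 rose and 7 fell, with a median of -0.32, and 4 passed 2-fold in each direction. Upregulated DEGs did not pass the same test (odds ratio 3.48, adjusted p = 0.190 for neuron markers and odds ratio 2.48, adjusted p = 0.229 for histones). With DESeq2, the lists of epithelial-mesenchymal transition (adjusted p = 0.00595), p53 targets (0.0405) and unfolded protein and integrated stress response (0.0366) were called. Over all alternatives tested by camera these ranged over 0.00337 to 0.392, 0.0405 to 0.542 and 0.0365 to 0.234. A p that misses the threshold does not show that these genes did not differ.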
